A study of Caenorhabditis elegans with 3 samples. Its data were reported in "Accessible Region Conformation Capture (ARC-C) gives high-resolution insights into genome architecture and regulation" (2022).

How the data were processed

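ARC-C libraries from whole *C. elegans* L3 larvae of 3 genotypes were analysed: wild type (N2), *blmp-1* and *met-2 set-25*. Groups were taken from the genotype label of each sample. The labels describe each map as pooled, so 1 map stood for each genotype and no map per biological replicate was analysed here. Adapters were trimmed with cutadapt and both ends of each pair were aligned separately to the ce10 build with BWA, according to the submitters' processing notes and the study's methods. Program versions are not given in the sources used here. The methods also describe filters on mapping quality and mismatches, removal of blacklisted regions and duplicates, and a minimum distance between the ends of a same-chromosome pair.

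The contact maps that the authors deposited hold whole-number counts of read pairs for each pair of bins on one chromosome. All 3 genotypes had a map with 5 kb bins, and wild type also had one with 1 kb bins. The authors also deposited a balanced contact signal for the same 5 kb bins, obtained by Knight-Ruiz matrix balancing of each chromosome, in which each kept bin sums to about 1. The balanced 1 kb map was not used here. Counts served for depth, distance, coverage and interaction calls, and balanced values for insulation, arm and centre contacts, compartments and aggregated contacts. Pairs of a bin with itself were left out. Bin coordinates are those of ce10, counted from 1. The gene table at hand is of another assembly, so no genes were assigned to bins, and the coverage of the targeted genes and of the gene lists chosen beforehand is not reported here.

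Bins with less than 10% of the median coverage of their chromosome were left out, as were bins whose balanced values summed to less than 0.5 over the remaining bins. The second filter removed 18 bins in wild type, 31 in *blmp-1* and 27 in *met-2 set-25*, and together the filters left out 294, 313 and 302 bins. Balancing the deposited counts again gave log values that correlated with the deposited signal at r of at least 0.998, 0.995 and 0.998 on every chromosome.

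Distance decay was the log-log slope of mean counts against distance from 20 kb to 1 Mb. The insulation score was the log2 of the mean balanced signal in a 500 kb square beside each bin over the chromosome mean, smoothed over 11 bins, with squares used when at least 50% of their pixels were present. Boundaries were local minima at least 0.1 deep on both sides, and they were called shared when within 50 kb of each other. Sharing was tested one-sided against 1000 circular shifts of the positions. For arm and centre contacts, balanced values were summed to 50 kb bins and divided by the mean at each distance, for pairs over 1 Mb apart. Arm borders in Mb were 4 and 11 on I, 5 and 12 on II, 4 and 10 on III, 4 and 13 on IV, 6 and 17 on V, and 6 and 12 on X.

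For compartments, each arm and centre of an autosome was divided into 25 kb bins, and bins were split into classes A and B by the sign of the first eigenvector of the observed over expected correlation matrix. The class with higher coverage was named A. Strength was the percent excess of A-A or B-B over A-B contacts for bins 50 kb to 2 Mb apart. Classes came from the *blmp-1* map for the comparison of wild type with *met-2 set-25*, and from the *met-2 set-25* map for the comparison with *blmp-1*. The combined strength was A-A times B-B over A-B squared, minus 1, in percent. It was added after simulated maps had been seen. In 20 simulated maps of III at each depth, made with A at 8% and B at 14%, wild-type depth returned A at 10.5% and B at 11.0%, so balanced maps did not keep the classes apart. When A was made at 8% and B at 2%, the values returned were 4.77% and 5.38%. The combined strength, made at 23.1%, was returned as 22.7% ± 1.06, 23.3% ± 3.03 and 23.0% ± 1.94 (SD over simulated maps) at the depths of wild type, *blmp-1* and *met-2 set-25*. Made at 10.2%, it was returned as 10.4% ± 1.12, 8.88% ± 1.88 and 9.63% ± 1.19. Made at 0, it was returned as −0.343%, −0.0386% and 0.157%. Classes in the simulated maps were drawn independently of coverage and were known when strength was measured. Recovery with classes set by coverage was therefore not simulated.

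Aggregated contacts between X boundaries used the boundaries of the wild-type map in all maps, with 10 kb pixels and pairs 100 kb to 4 Mb apart. The centre pixel was divided by the mean of the surrounding 21 by 21 pixels. The same ratio was taken at 5 kb for pairs of accessible bins 50 kb to 1 Mb apart. Accessible bins were local coverage maxima among the top 5% of bins by wild-type coverage. Each ratio was tested one-sided against 1000 sets of shifted boundaries or of random bin pairs at matched distances, for which 0.001 is the smallest P. Coverage was the number of read ends per bin. Ratios were taken over bins with at least 100 wild-type ends after adding 0.5 ends, centred on the autosomal median, and bins beyond 1.5-fold were counted. A run was at least 3 adjacent bins whose running median over 5 bins lay beyond 1.5-fold, and bins below 10% of the scaled wild-type coverage were listed as possible deletions.

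Interactions were called per chromosome with a binomial test. Expected counts came from the distance and from both coverages raised to the power 0.87. Coverage for this step left out contacts with the top 10% of bins, and the lowest 10% of bins were not tested. Calls needed a Benjamini-Hochberg FDR of 0.05 and more than 5 read pairs, over 15 kb to 1 Mb for 5 kb bins and 2 kb to 1 Mb for 1 kb bins. In simulated maps of III, 10 of 10 boundaries were recovered at each depth. These were evenly spaced and all of the same strength, and shallow boundaries near the 0.1 limit were not simulated. Planted 10-fold contacts were called in 75% of cases at wild-type depth, 14% at *blmp-1* depth and 27.5% at *met-2 set-25* depth, and 12, 0 and 0 calls were made with nothing planted.

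Named regions followed a rule fixed beforehand. They were the 8 deepest X boundaries and the deepest boundary of each autosome in wild type, the 5 interactions on X and the 5 on autosomes over 100 kb long with the highest read pairs over expected in wild type, the 5 highest and 5 lowest coverage runs per mutant, possible deletions, and the autosomes with the largest and smallest change. Designs, named regions and a first set of alternatives were chosen before the data were examined. These alternatives varied the map unit, distance range, square size, boundary depth, arm borders, class source, bin size, pixel size, coverage filter, scaling, FDR and depth. For compartments they also left out each autosome in turn. Those added after seeing the data left out V for arm and centre contacts and for coverage, and thinned wild type to each mutant at every bin distance. They also took classes from the coverage of the third map or at equal depth, balanced the counts again, and used the combined strength. Intervals are 95% exact binomial (Clopper-Pearson) or exact Poisson intervals. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.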

Results

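ARC-C ligates DNA ends that lie near each other in fixed nuclei after light DNase I digestion, which cuts accessible chromatin most often. Maps were made from whole *C. elegans* larvae at the L3 stage. The genotypes were wild type (N2), *blmp-1*, which lacks a zinc-finger transcription factor of larval development, and *met-2 set-25*, which lacks the histone methyltransferases responsible for nearly all H3K9 methylation in worms. The wild-type map held 11007844 read pairs between different 5 kb bins of a chromosome, the *blmp-1* map 1825957 and the *met-2 set-25* map 3075580. Wild type was thus 6.03-fold deeper than *blmp-1* and 3.58-fold deeper than *met-2 set-25*. With 1 pooled map per genotype there was no replicate check, and each difference below compares those libraries, not the conditions. Intervals cover counting error only, and an SD over autosomes is the spread between chromosomes of a map, which are not replicates.

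The X chromosome held 17.7% of bins and more than that share of read pairs in each map: 21.8% in wild type (95% CI 21.7 to 21.8), 20.7% in *blmp-1* (20.6 to 20.7) and 21.4% in *met-2 set-25* (21.4 to 21.5). Chromosome V held 19.2% of wild-type pairs, 21.2% of *blmp-1* pairs and 19.6% of *met-2 set-25* pairs. The 989 bins with the highest 5% of wild-type coverage received 13.5% of read ends in wild type, 10.7% in *blmp-1* and 16.0% in *met-2 set-25*. The enrichment of ends at accessible bins therefore differed between the libraries in both directions, beyond counting error.

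The decay of contacts with distance was compared first, because contacts are later set against the mean at each distance. On autosomes the slope was −0.768 ± 0.0311 in wild type (SD over 5 autosomes), −0.703 ± 0.0130 in *blmp-1* and −0.789 ± 0.0274 in *met-2 set-25*. The *blmp-1* slope was shallower than that of wild type by 0.0648 ± 0.0200 and the *met-2 set-25* slope differed by −0.0208 ± 0.00525. X showed the same order, with slopes of −0.712, −0.646 and −0.733. Pairs over 5 Mb apart made up 6.99% of the wild-type map (95% CI 6.97 to 7.00), 10.9% of the *blmp-1* map (10.8 to 10.9) and 8.46% of the *met-2 set-25* map (8.43 to 8.49). Pairs 5 to 20 kb apart made up 16.0%, 13.6% and 18.1%.

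Insulation was examined to compare the large domains of X, which the dosage compensation complex shapes in hermaphrodites, with those of autosomes. With the 500 kb square, X had 17 boundaries in each of the 3 maps. All 17 of the wild-type map lay within 50 kb of a boundary in *blmp-1* (permutation P = 0.003, one-sided) and in *met-2 set-25* (permutation P = 0.004). Shifted positions shared a mean of 1.58 in each comparison but reached 17, as shifts within the 50 kb limit were not left out. These P values should therefore not be ranked against those of autosomes. The deepest X boundary, at 3.01 Mb, had a depth of 1.05 in wild type, 1.24 in *blmp-1* and 1.00 in *met-2 set-25*, on the log2 scale. At 6.29 Mb the depths were 0.76, 0.82 and 0.53, and at 11.795 Mb they were 0.59, 0.50 and 0.81. Boundaries at 14.505 Mb (0.62, 0.60 and 0.56), 4.185 Mb (0.54, 0.56 and 0.49) and 9.46 Mb (0.42, 0.49 and 0.39) varied less. Depths were 0.45, 0.61 and 0.40 at 1.33 Mb, and 0.42, 0.32 and 0.29 at 2.02 Mb.

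**Figure D1:**
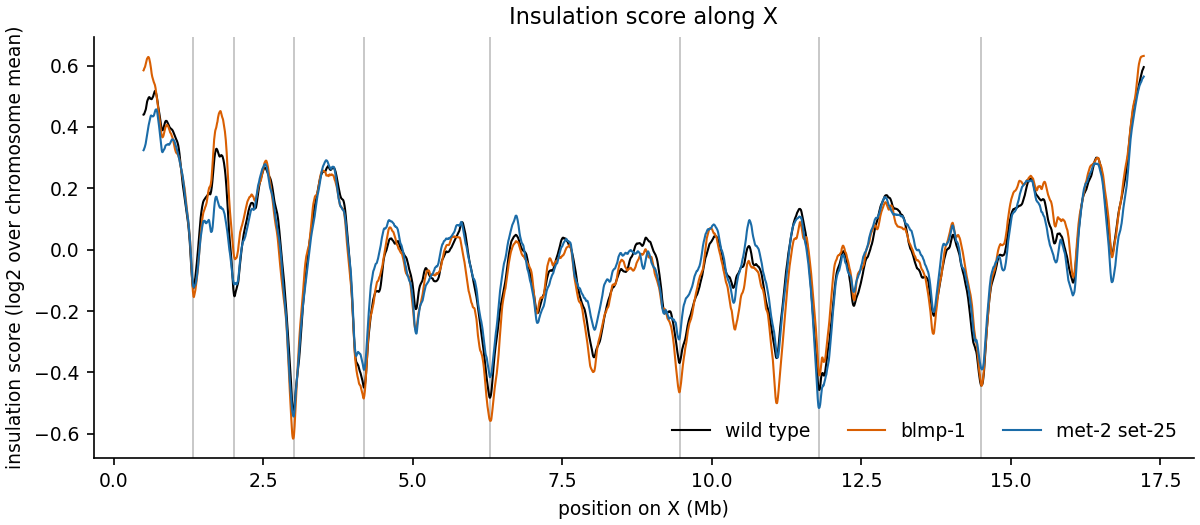
Insulation score (log2 over the chromosome mean) along X in Mb, with one line per map and grey lines at the 8 deepest wild-type boundaries. The 3 lines fall to minima at the same places, and the deepest minimum lies at 3.01 Mb.

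On autosomes, 74 boundaries were called in wild type, 69 in *blmp-1* and 77 in *met-2 set-25*. Of the 74 wild-type boundaries, 49 were shared with *blmp-1* and 50 with *met-2 set-25*, where shifted positions gave means of 6.15 and 6.93 (permutation P = 0.001 for each, the smallest possible). The deepest boundaries of I at 10.935 Mb, II at 8.29 Mb, III at 7.425 Mb and IV at 10.98 Mb were present in all maps. Their depths were 1.04, 0.82, 0.93 and 1.05 in wild type. The deepest boundary of V, at 2.375 Mb, had a depth of 0.81 in wild type and 0.29 in *blmp-1*, and none was called within 50 kb of it in *met-2 set-25*.

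The insulation score varied more along X than along autosomes. Its SD along X was 0.20 in wild type, 0.22 in *blmp-1* and 0.18 in *met-2 set-25*, against autosome means of 0.16 ± 0.02, 0.18 ± 0.03 and 0.15 ± 0.02 (SD over 5 autosomes). The mutant profiles of X correlated with the wild-type profile at r = 0.975 for *blmp-1* and 0.970 for *met-2 set-25*. On I to IV, r lay between 0.897 and 0.955 for *blmp-1* and between 0.887 and 0.957 for *met-2 set-25*. V stood apart, with r = 0.404 in *blmp-1* and 0.817 in *met-2 set-25*. The difference between X and autosomes rested on large squares: with a 100 kb square, X minus autosomes was −0.00160 in wild type, 0.00933 in *blmp-1* and −0.00359 in *met-2 set-25*, against 0.0431, 0.0431 and 0.0379 with the 500 kb square. Boundary counts also followed the square, with 26 X and 138 autosomal boundaries in wild type at 250 kb. Sharing on X fell with smaller squares, to 88.5% in *blmp-1* and 92.3% in *met-2 set-25* at 250 kb. At 100 kb it was 73.3% and 78.3%, no higher than the 76.5% and 81.3% of autosomes.

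Contacts within and between chromosome arms and centres were compared because the arms of *C. elegans* autosomes carry most H3K9 methylation and the centres little. Within centres, observed over expected contact was 1.09 ± 0.108 in wild type (SD over 5 autosomes), 1.02 ± 0.0608 in *blmp-1* and 1.02 ± 0.0560 in *met-2 set-25*. The log2 change from wild type was −0.09 ± 0.06 in *blmp-1* and −0.09 ± 0.07 in *met-2 set-25*, and all 5 autosomes were lower in each. Chromosome III changed most, at −0.17 in both mutants. The smallest changes were −0.03 on V in *blmp-1* and 0.00 on IV in *met-2 set-25*. The centre of X changed by 0.02 and −0.02.

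**Figure D2:**
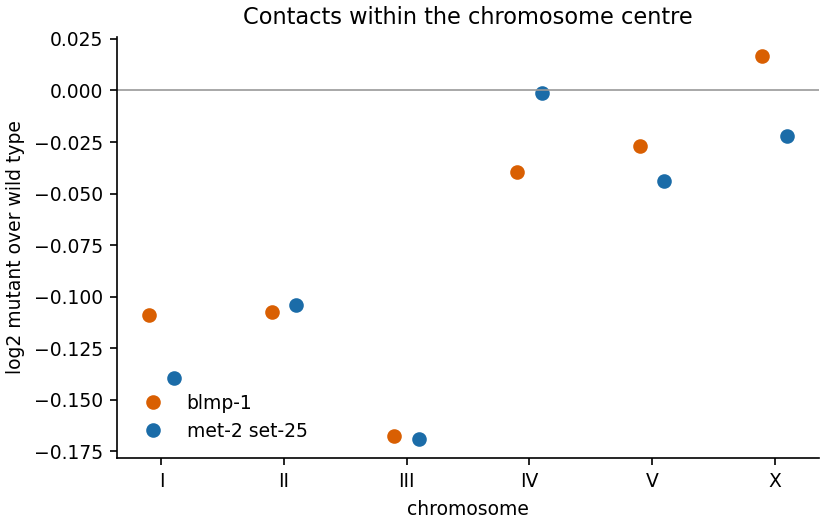
Log2 ratio of mutant to wild-type observed over expected contact within the centre of each chromosome, for pairs over 1 Mb apart in balanced maps. Points for autosomes lie at or below 0 in both mutants, lowest on III at −0.17, and those of X lie at 0.02 and −0.02.

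Contacts between opposite arms were lower in *blmp-1* on 5 of 5 autosomes (log2 −0.04 ± 0.02) and differed by 0.01 ± 0.04 in *met-2 set-25*. Arm to centre contacts differed by 0.04 ± 0.03 and 0.03 ± 0.04, and contacts within an arm by −0.01 ± 0.07 and −0.02 ± 0.03. The fall within centres depended on the correction for coverage in *blmp-1*. With raw counts over coverage the *blmp-1* change was 0.01 and the *met-2 set-25* change −0.10.

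Compartment contacts were compared to ask whether like regions meet less often in mutants without H3K9 methylation. Read by coverage classes of the wild-type map, combined strength on autosomes was 21.6% ± 1.72 in wild type (SD over 5 autosomes), 12.8% ± 3.65 in *blmp-1* and 17.1% ± 2.45 in *met-2 set-25*. It was lower on 5 of 5 autosomes in each mutant, by a mean of −8.73 ± 2.70 points in *blmp-1* and −4.53 ± 1.08 points in *met-2 set-25*. Chromosome II changed most in both mutants, by −11.0 and −5.71 points, and chromosome I least, by −4.50 and −3.05 points. Centres were stronger than arms in all maps, at 26.3% against 17.05% in wild type, 15.8% against 10.4% in *blmp-1* and 21.1% against 13.2% in *met-2 set-25*. Circular shifts of the class labels gave at most 2.34% in any map. The simulated maps did not test classes set by coverage.

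**Figure D3:**
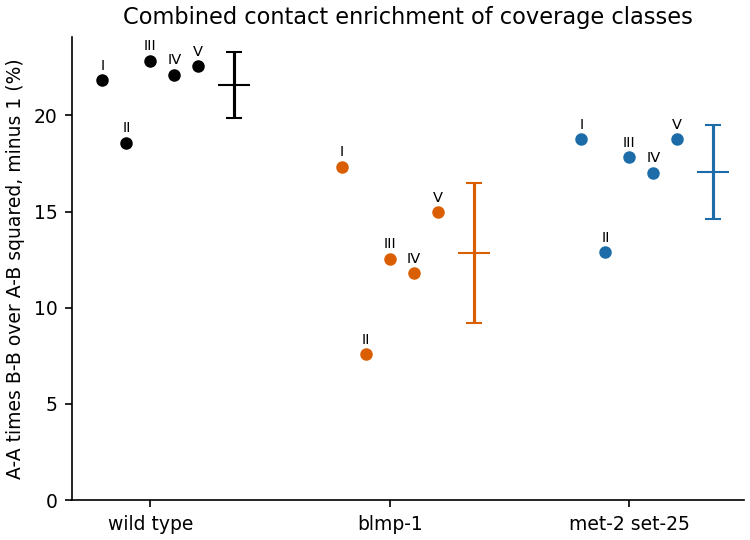
Combined strength (A-A times B-B over A-B squared, minus 1, in percent) of wild-type coverage classes, with one point per autosome and bars for the mean and SD over 5 autosomes. Means are 21.6% in wild type, 12.8% in *blmp-1* and 17.1% in *met-2 set-25*, and each autosome is lower in both mutants than in wild type.

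With the eigenvector classes chosen beforehand, taken from the third map, the values were lower and more scattered. Combined strength went from 7.73% ± 1.33 in wild type to 5.58% ± 3.34 in *met-2 set-25*, a change of −2.14 ± 2.65 points that was largest on III (−6.85) and smallest on II (−0.69). Against *blmp-1* it went from 9.01% ± 11.8 to 4.08% ± 11.98, a change of −4.93 ± 3.81 points that was largest on V (−10.3) and smallest on IV (−1.07). V holds the stretch of that map with exchanged contacts described below, and without V the change was −3.59 points. With these classes, combined strength was below 0 on III in wild type (−6.25%) and *blmp-1* (−8.15%), and on V in *blmp-1* (−8.67%). There the classes did not mark regions that met their like more often. Class A went from 1.94% to 1.63% and class B from 5.71% to 3.89% in *met-2 set-25*, and A from 1.64% to 0.0131% and B from 7.10% to 3.86% in *blmp-1*. Simulated balanced maps did not keep A and B apart, so a fall in either class cannot be read on its own. The *met-2 set-25* change shrank to −0.964 points without III and to −0.0101 points with 10 kb bins, and the *blmp-1* change to −0.665 points for bins 50 kb to 500 kb apart.

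The eigenvector differed between maps in most chromosome parts. Its correlation between wild type and *blmp-1* had a median of 0.242 over 15 arms and centres, and between wild type and *met-2 set-25* one of 0.275. The coverage of the same parts correlated at medians of 0.951 and 0.967. Coverage of class A over class B was 1.60 ± 0.0308 in wild type, 1.42 ± 0.0463 in *blmp-1* and 1.80 ± 0.0452 in *met-2 set-25*.

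Contacts between boundaries of X were aggregated as a measure of the meeting of distant domain borders. In wild type the centre pixel of 52 boundary pairs was 1.40-fold above its surroundings (permutation P = 0.024, one-sided). The ratio was 0.937 in *blmp-1* (permutation P = 0.561) and 0.876 over 45 pairs in *met-2 set-25* (permutation P = 0.629). The boundaries were those called in the wild-type map, which may favour that map over the mutants. With boundaries of the *met-2 set-25* map, the ratio was higher in *met-2 set-25* than in wild type. Neither the wild-type call nor the lack of one in the mutants held across settings. In wild type the ratio was 0.850 with 5 kb pixels (permutation P = 0.638) and 2.35 at the depth of *blmp-1* (permutation P = 0.010), while 20 kb pixels gave 1.51 in wild type (permutation P = 0.001), 1.47 in *blmp-1* (permutation P = 0.015) and 1.35 in *met-2 set-25* (permutation P = 0.047).

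Contacts between accessible bins were compared because the assay favours them. The 707 accessible bins formed 6348 pairs in wild type and *blmp-1* and 6335 in *met-2 set-25*. Their centre pixel was 2.01-fold above its surroundings in wild type, 1.70-fold in *blmp-1* and 2.04-fold in *met-2 set-25* (permutation P = 0.001 in each map, the smallest possible). On autosomes the ratios were 2.08, 1.77 and 2.11. On X they were 1.93, 1.61 and 1.94. Random pairs at the same distances reached at most 1.18 in any map.

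Coverage was compared to find regions that gained or lost read ends in a mutant. Of 19769 bins, 124 were more than 1.5-fold higher and 476 more than 1.5-fold lower in *blmp-1*, and 308 were higher and 34 lower in *met-2 set-25*. The median log2 coverage ratio of *blmp-1* over wild type was higher in arms than in centres by 0.22 ± 0.06 (SD over 5 autosomes). This difference was largest on II at 0.28 and smallest on V at 0.15. For *met-2 set-25* over wild type the ratio was lower in arms on 5 of 5 autosomes, with a mean difference of −0.04 ± 0.02. Scaling by the total in place of the autosomal median turned the *blmp-1* split to 258 higher and 209 lower bins, and the *met-2 set-25* split to 230 higher and 73 lower. Of the higher bins, 76 in *blmp-1* and 175 in *met-2 set-25* lay on V, and 48 and 133 remained without it.

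The highest coverage run of *blmp-1* was V 19780001 to 19970000, at 2.25-fold over 190 kb. The next were V 10400001 to 10415000 at 2.18-fold, IV 17345001 to 17365000 at 2.11-fold, and X 2935001 to 2955000 and V 10705001 to 10760000, both at 1.74-fold. In *met-2 set-25* the highest was V 19250001 to 19970000, at 1.87-fold over 720 kb. It was followed by II 10545001 to 10560000 at 1.75-fold, I 5305001 to 5320000 at 1.72-fold, III 12605001 to 12620000 at 1.71-fold and II 11620001 to 11635000 at 1.58-fold. The longest runs of both mutants ended at the same bin of V, near 19.97 Mb.

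The lowest run was V 18430001 to 18465000 in *blmp-1*, the only possible deletion found in either mutant. It had 4 read ends in *blmp-1* where 810 corresponded to wild type at that depth, and 1212 ends in *met-2 set-25*. A count of 0 would allow up to 3 ends there, or 0.370% of wild type at that depth, and the 4 ends seen lie above that limit. Other low runs of *blmp-1* were I 9320001 to 9345000 at 0.597 of wild type, X 11055001 to 11070000 at 0.599, II 6820001 to 6855000 at 0.601 and X 5810001 to 5825000 at 0.626. No run was lower in *met-2 set-25*.

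**Figure D4:**
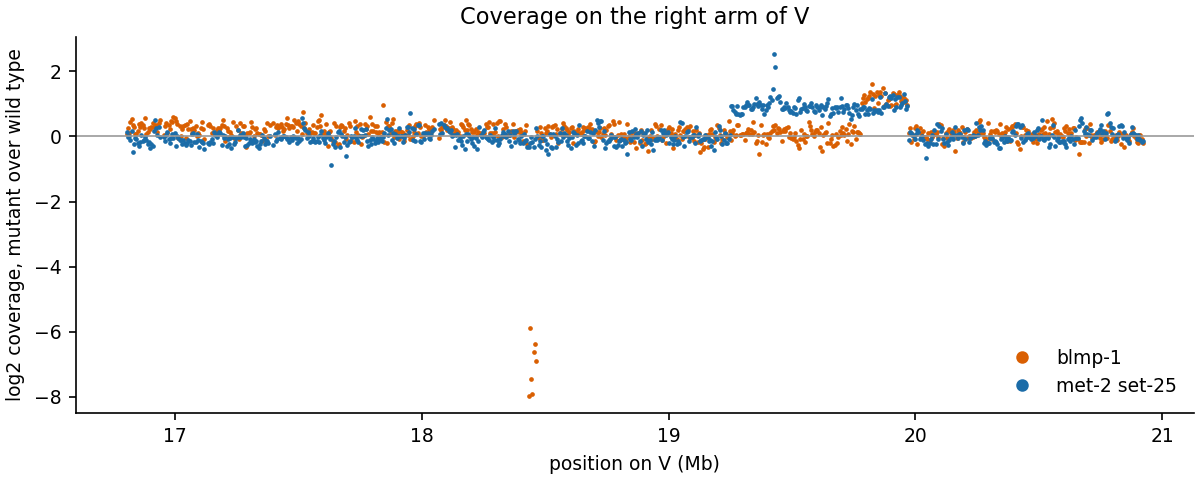
Log2 coverage ratio of each mutant over wild type along the right arm of V in Mb, with one point per 5 kb bin. Points of *blmp-1* rise to a median of 1.17 between 19.78 and 19.97 Mb and drop from 18430001 to 18465000, where only 4 read ends remain and the added 0.5 ends strongly affect each point. Points of *met-2 set-25* rise to a median of 0.90 from 19250001 to 19970000.

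The right arm of V was examined further after its values were seen. The deepest insulation minimum of the *blmp-1* map lay at V 17.83 Mb, with a depth of 2.01. Scaled to depth, contacts across that border between 500 kb flanks were 0.327 of wild type in *blmp-1* (95% CI 0.292 to 0.364), and contacts across the stretch from 19.78 to 19.97 Mb were 0.323 (0.292 to 0.357). The left flank met the far end of the segment 3.22-fold more than in wild type (3.03 to 3.41), and the right flank met the near end 4.46-fold more (4.20 to 4.74). In *met-2 set-25* the same 4 blocks were at 0.861, 1.43, 1.19 and 0.682 of wild type. Both raised blocks use bins of the run with 1.87-fold coverage in that map, and these ratios are not corrected for coverage. Bins V 17840001 to 17845000 and V 19780001 to 19785000 shared 9 read pairs in *blmp-1* and 0 in each of the other maps.

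**Figure D5:**
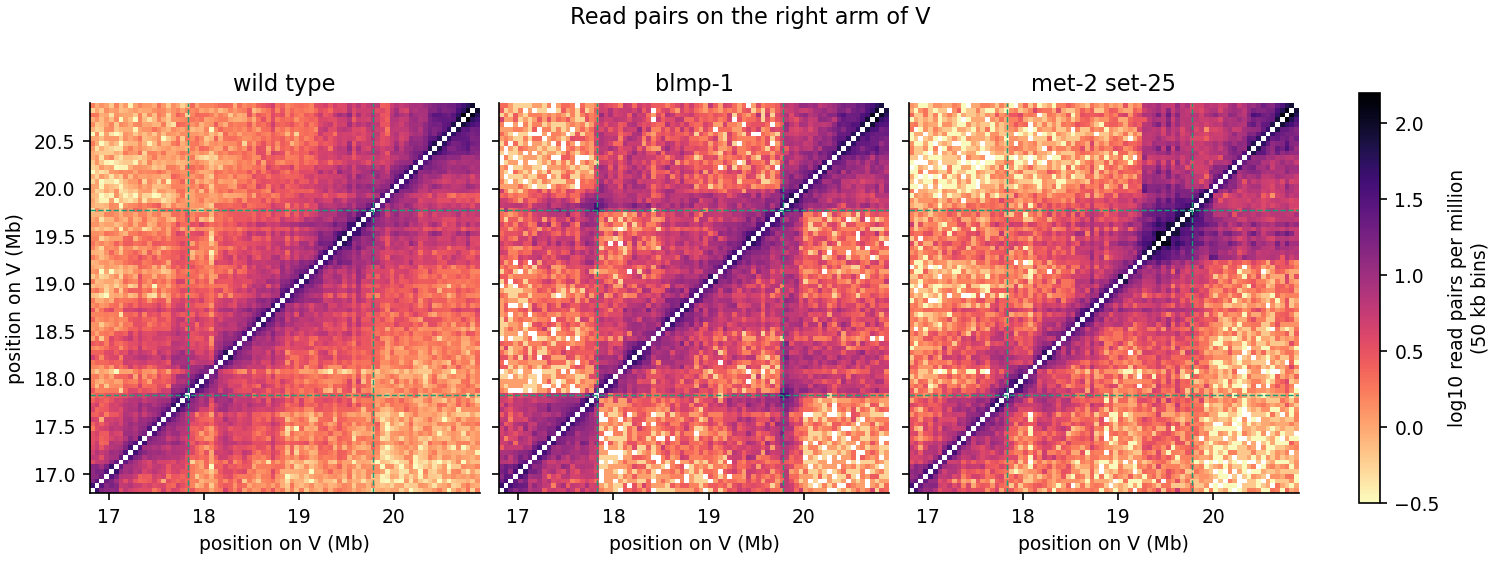
Read pairs scaled to map depth (log10 colour scale, 50 kb bins) between positions in Mb on the right arm of V in the 3 maps, with dashed lines at 17.83 and 19.78 Mb. In *blmp-1* the blocks beside the diagonal fade at both lines and the crossing blocks away from it darken, at 3.22-fold and 4.46-fold of wild type.

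Interactions between 5 kb bins were called within each map to find the bin pairs that met more than distance and coverage give. Wild type had 16179 interactions, of which 3749 were on X, at a median distance of 245 kb. They involved 8851 bins and 984 of the 989 bins with highest coverage. The strongest over 100 kb on X joined 5425001 to 5430000 with 6295001 to 6300000, with 135 read pairs or 34.7-fold over expected (95% CI 29.1 to 41.1). The same pair stood at 12.9-fold in *blmp-1* (5.19 to 26.6) and 14.01-fold in *met-2 set-25* (6.72 to 25.8) and both intervals lay below the wild-type one. The named interactions were picked for high wild-type values, which by itself favours lower values in other maps.

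The other named X interactions were strong in all maps. X 16055001 to 16060000 with 16680001 to 16685000 stood at 29.7-fold in wild type, 18.6-fold in *blmp-1* and 23.8-fold in *met-2 set-25*. Values were 29.0, 31.5 and 16.24-fold for 6295001 to 6300000 with 7180001 to 7185000, and 28.2, 24.7 and 23.8-fold for 11935001 to 11940000 with 12360001 to 12365000. For 7180001 to 7185000 with 8035001 to 8040000 they were 24.6, 15.2 and 16.49-fold. Bins at 6295001 and 7180001 each took part in a pair of these interactions. Mutant values rested on 7 to 29 read pairs, and for these 4 their intervals overlapped those of wild type.

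The strongest autosomal interactions rested on few read pairs. I 6645001 to 6650000 with 7585001 to 7590000 had 8 pairs in wild type or 19.1-fold over expected (95% CI 8.25 to 37.6), and II 685001 to 690000 with 1410001 to 1415000 had 9 or 18.3-fold. IV 2880001 to 2885000 with 3675001 to 3680000 had 7 or 17.9-fold. On the right arm of II, 14285001 to 14290000 with 15245001 to 15250000 and 14210001 to 14215000 with 15125001 to 15130000 had 6 each, or 17.6 and 17.2-fold. Of these, the mutants held 2 pairs at II 685001 in *blmp-1* and 0 elsewhere. The pair at II 14285001 was not tested in either mutant, as it had no expected count there, and for the others a difference was not detectable at the depth of the mutant maps.

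The *blmp-1* map had 77 interactions and the *met-2 set-25* map 1476, against 298 and 1174 in wild type thinned to the same total of read pairs. Equal totals left wild type with more pairs at the tested distances, at 965448 against 866123 in *blmp-1* and 1627431 against 1583346 in *met-2 set-25*. In a step added after seeing the data, wild type thinned to the mutant at each distance gave 206 to 240 calls over 5 random draws for *blmp-1* and 1077 to 1111 for *met-2 set-25*, so *blmp-1* still had fewer calls than wild type and *met-2 set-25* more. Thinning did not match the share of read ends in the 989 bins with highest wild-type coverage. That share was 10.7% in *blmp-1*, 13.5% in wild type and 16.0% in *met-2 set-25*, the same order as the calls. Whether it accounts for the difference in calls was not tested. Of the mutant calls, 63 of 77 in *blmp-1* (81.8%) and 1044 of 1476 in *met-2 set-25* (70.7%) were also called in wild type at its full depth. In wild type thinned to equal totals, 39 of the 77 and 367 of the 1476 were called too, and 28 to 37 and 361 to 381 when thinned at each distance. With 1 kb bins, wild type had 20946 interactions at a median distance of 37 kb, of which 38.3% were within 20 kb.

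Wild-type read pairs were then split at random into equal parts, and interactions called from one part were measured in the other part and in the mutants, a step chosen after the calls were seen. For pairs over 100 kb apart on X, observed over expected was 4.00 in the other wild-type part (95% CI 3.90 to 4.10), 3.32 in *blmp-1* (3.14 to 3.52) and 3.18 in *met-2 set-25* (3.07 to 3.29). On autosomes the values were 3.53 (3.47 to 3.59), 2.66 (2.55 to 2.76) and 3.28 (3.21 to 3.35). Both mutants were thus below that wild-type part beyond counting error. Both parts came from the same pooled map, and calls made in a mutant map were not measured in wild type. Calls picked in wild type may favour that map, so these values alone do not show a loss in the mutants. In *blmp-1* this held on each of I to IV, for example at 2.72 against 3.74 on IV. In *met-2 set-25* each autosome was lower, but the intervals overlapped on I, II and V (3.24 against 3.45 on I). The value of 2.41 against 3.72 on V includes the stretch with exchanged contacts, which was not left out.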

Values the study reported

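From bins of 500 bp the study listed 14,992 interactions in wild type between 1 kb and 1 Mb, which touched 9733 regions. In *met-2 set-25* it gave the loss of compartment strength among H3K27me3 domains as nearly 10-fold, while active domains kept their compartment contacts. For *blmp-1* it reported significantly fewer contacts between BLMP-1 targets with lower expression, but no significant change over all BLMP-1 binding sites. It also gave a 1.2-fold drop in valid coverage at those targets.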

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

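Some settings were added after seeing the data. They were those without V for arm and centre contacts and for coverage, and thinning at each distance. Coverage classes of the third map or at equal depth, counts balanced again, and all combined strengths were also added then. Leaving out single autosomes for class A and B strength was chosen beforehand. No paired analysis was possible because each genotype has 1 pooled map. Where a value moved below, the cause was not tested, except that thinning, stricter filters and leaving out V lower counts by their own construction. Values counted as unchanged when they moved by less than their SD over autosomes, counts when they stayed within 1.5-fold, and permutation tests when they stayed on the same side of permutation P = 0.05. Arm and centre contacts were unchanged in 51 of 54 settings, compartment changes in 84 of 96, and contacts between accessible bins in 15 of 15. The 12 compartment changes that moved kept their direction. A change smaller than its SD could vanish or switch sign and still count as unchanged. The combined change of *met-2 set-25* with eigenvector classes went from −2.14 (SD 2.65) to −0.0101 points with 10 kb bins. Its log2 change within arms went from −0.0175 (SD 0.0271) to 0.00651 with other arm borders. These counted as unchanged, so the tallies for arm and centre contacts and for compartments do not show such changes to be stable. Insulation values were unchanged in 86 of 104 settings, coverage differences in 13 of 20, contacts between X boundaries in 11 of 18 and called interactions in 7 of 19. Depth limits interaction calls in the mutant maps, since planted 10-fold contacts were called in 14% of cases at *blmp-1* depth, and coverage ratios of single bins there rest on a median of 172 read ends.

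From 100 kb to 2 Mb the *blmp-1* slope was −0.655. With a 250 kb square, X had 26, 28 and 28 boundaries in wild type, *blmp-1* and *met-2 set-25*, and autosomes 138, 152 and 157. With a 100 kb square these were 60, 71 and 67 on X and 289, 343 and 344 on autosomes, and the SD of X minus that of autosomes was −0.00160, 0.00933 and −0.00359, below 0 in all but *blmp-1*. Sharing of X boundaries at 100 kb was 73.3% in *blmp-1* and 78.3% in *met-2 set-25*. A boundary depth of 0.2 left 46, 42 and 49 autosomal boundaries.

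With raw counts over coverage, the log2 change within centres turned to 0.00747 in *blmp-1*, that within arms of *blmp-1* was −0.13, and *met-2 set-25* over *blmp-1* within centres was −0.108. For compartments, the B change of *met-2 set-25* was −3.53 points with classes from one random part of the wild-type pairs, −0.245 with 10 kb bins, −4.50 with wild-type coverage classes, −4.16 with coverage classes of the third map and −4.84 with wild-type coverage classes at equal depth. Its combined change with wild-type coverage classes was −5.31 at equal depth, against −4.53 at full depth. The A change of *blmp-1* was −4.48, −5.15 and −4.32 under the same 3 coverage settings, and its combined change −10.6 with coverage classes of the third map. For bins 50 kb to 500 kb apart, B changed by −0.634 and the combined strength by −0.665 in *blmp-1*.

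Contacts between X boundaries in wild type were 1.41 with the 8 deepest boundaries (permutation P = 0.156), 1.17 with the 25 deepest (0.0889), 0.850 with 5 kb pixels (0.638) and 1.23 with boundaries of the *met-2 set-25* map (0.131). With 20 kb pixels they stayed above their surroundings in wild type, at 1.51 (0.001). In *blmp-1* they were 1.47 with 20 kb pixels (0.015). In *met-2 set-25* they were 1.35 with 20 kb pixels (0.047) and 1.60 with its own boundaries (0.043).

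Scaling by the total gave 258 higher and 209 lower bins in *blmp-1* and 73 lower bins in *met-2 set-25*. With at least 500 ends there were 72 higher bins in *blmp-1* and 12 lower ones in *met-2 set-25*, and without V there were 48 and 133 higher bins. An FDR of 0.01 left 8736, 41 and 868 interactions in wild type, *blmp-1* and *met-2 set-25*. Thinning gave 298 and 1174 in wild type, and 237 and 1078 when done at each distance. More than 10 read pairs left 46 in *blmp-1* and 11150 in the 1 kb map. A coverage exponent of 1 left 48 in *blmp-1* and 828 in *met-2 set-25*, and a lower limit of 50 kb left 837 in *met-2 set-25*.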

Other observations

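The tests of explanations, the picked bins and the combined strength in this part were chosen after the results were seen, whereas class B with wild-type coverage classes and, for centres, equal depth and raw counts over coverage were settings listed beforehand. Of the 476 bins with lower coverage in *blmp-1*, 121 lay on X and 355 on autosomes. On autosomes, 320 of the 355 (90.1%) were in centres, which hold 48.6% of autosomal bins. The *blmp-1* coverage ratio as a whole was lower in centres than in arms, by a mean log2 of 0.22 over autosomes, so a fixed cut favours centre bins. The number of lower bins also depended on the scaling, as given above. The median wild-type coverage of the 476 bins was 2240 ends, against 951 over all bins. Bins with the highest 5% of wild-type coverage held a smaller share of ends in *blmp-1* as a whole (10.7% against 13.5%). Pairs of these bins met 1.51-fold above their surroundings in wild type, 1.22-fold in *blmp-1* and 1.49-fold in *met-2 set-25* (permutation P = 0.001 in each map, the smallest possible). Unchanged bins of matched coverage stood at 1.27, 1.17 and 1.29. The bins were picked from *blmp-1* coverage, so their lower contacts in that map are not independent of how they were picked.

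Some bin pairs with no read pairs in wild type were filled in a mutant, and these were picked for their values. The most was V 10560001 to 10565000 with V 15865001 to 15870000, which had 51 read pairs in *blmp-1* over 5305 kb and 0 in the other maps. The raised *blmp-1* runs at V 10400001 to 10415000 and V 10705001 to 10760000 lie on either side of its left bin. No other pair over 1 Mb apart that was listed for either mutant and absent from wild type held more than 9. Across 19769 bins, coverage ratios of both mutants over wild type correlated at r = −0.107, with a covariance of −0.00698, where unchanged maps sharing the wild-type counts gave r = 0.176 and a covariance of 0.00237.

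Compartment strength of class B, with wild-type coverage classes, was 13.4% in wild type and 8.90% in *met-2 set-25*. That fall is smaller than the one quoted from the study above, which was measured between histone mark domains rather than coverage classes. Since simulated balanced maps did not keep the classes apart, the B value is also not a measure of B alone.

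On V, the left flank in *blmp-1* met the far over the near end of the segment from 17.83 to 19.78 Mb at a ratio of 3.40, against 0.477 in *met-2 set-25*. A wrong order of the reference or low depth would give a ratio above 1 in wild type as well, and it was 0.345 there and 0.351 after thinning to *blmp-1* depth. With the bins of the segment reversed, log contacts with its flanks correlated with wild type at r = 0.730 over 589 blocks, against 0.339 in reference order. In *met-2 set-25* r fell from 0.815 to 0.0675 on reversal. A segment lying in reversed order in the *blmp-1* strain may therefore account for the exchanged contacts, and whether it came with the mutation or with the strain's background was not tested.

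Combined strength of coverage classes was lower in both mutants, and lower depth was argued against by maps at equal depth, where the smaller fall was −5.31 points and the SD over autosomes at most 2.37. Dilution by random ligation would also lower the excess of accessible-bin contacts, in *met-2 set-25* by a difference of −0.222, and the observed difference there was 0.0307 ± 0.0331 (SD over 6 chromosomes). That map also had more read ends in the bins with highest coverage (16.0% against 13.5%), which could offset such a fall. Pairs over 5 Mb apart were more frequent in it (8.46% against 6.99%), but so were pairs 5 to 20 kb apart (18.1% against 16.0%). The test therefore does not settle dilution in *met-2 set-25*. A weaker coverage contrast of the classes was argued against there, since A over B was 1.80 against 1.60 in wild type. In *blmp-1* dilution and a weaker contrast both stayed open. The accessible-bin difference there was −0.323 ± 0.0826, within the joint SD of 0.156 of the −0.429 that dilution would give. The contrast was 1.42. Pairs over 5 Mb apart were more frequent in *blmp-1* than in wild type (10.9% against 6.99%). Pairs 5 to 20 kb apart were less frequent (13.6% against 16.0%). Dilution could give both shifts. The cause of the lower combined strength stays open in both mutants. Eigenvector classes gave −2.14 ± 2.65 points in *met-2 set-25* and −0.0101 with 10 kb bins. Coverage classes gave a larger fall in *blmp-1* (−8.73) than in *met-2 set-25* (−4.53), and no test here bears on H3K9 methylation itself.

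Contacts within autosome centres were lower in both mutants with balanced values, and at equal depth the smaller fall was a log2 of −0.0923, with an SD over autosomes of at most 0.0690, which argues against depth. Balanced values put *met-2 set-25* over *blmp-1* at −0.00134 ± 0.0261, as a wild-type map apart from both others could give. Raw counts over coverage put the same ratio at −0.108, as a change in *met-2 set-25* that *blmp-1* lacks could give. From these maps the readings cannot be told apart, because the corrections for coverage give different answers for *blmp-1*. The raw counts were divided by the full coverage of both bins, which the study's methods state corrects too much next to matrix balancing. The log2 coverage ratio of *blmp-1* over wild type also differed between arms and centres, by 0.22 ± 0.06 (SD over autosomes). The raw-count value may therefore be biased in *blmp-1*. For *met-2 set-25*, the study cites a parallel Hi-C report of altered contacts within autosome centres and distal regions. It states that its own ARC-C data showed this as well. The Hi-C maps were not examined here, and a biological difference between the genotypes stays open and untested in this part.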
